A study of Arabidopsis thaliana with 48 samples.

How the data were processed

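RNA was isolated from whole seedlings and sequenced on an Illumina NovaSeq instrument with paired-end reads, per the labels' protocols. The authors deposited 1 table of FPKM values for each genotype, per the file headers and the labels. The aligner, the quantification tool, the genome build, the annotation and the use of strand are not stated. Each table has 32826 rows for 32824 distinct Arabidopsis locus identifiers, 2 of which occur on more than 1 row, and these rows were summed. Both tables hold the same identifiers. 2028 positive values are under 1e-100, as estimates of shared reads can give, so a value of exactly 0 can be a failed estimate. Counts and sequencing depth are unknown, and no interval based on depth is given. The sum of FPKM times gene length, divided by a constant, was between 1.7012 and 1.7955 over all 48 libraries, so the 2 tables are scaled alike per library and genotypes were compared across them. The genotype is also the table, and an effect of the table itself cannot be separated from it. Names were taken from the RefSeq annotation of TAIR10.1, which holds 32539 of the identifiers. No coordinates are given because the build of the files is not stated. Of 21 genes singled out in the text, 10 overlap another gene in that annotation.

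Groups and replicate numbers were taken from the sample titles and treatment labels. Values were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with 1 mean per group. Stress responses and combined-stress contrasts were fitted over the 24 libraries of a genotype (16 residual degrees of freedom), genotype differences and interactions over all 48 (32 residual degrees of freedom). Genes with FPKM of at least 1 in at least 3 libraries of the fit were tested, which left 20744 in WT, 20592 in the libraries labelled rap2.3 and 21322 in all 48. P-values were adjusted by the Benjamini-Hochberg method within each of the 34 contrasts, and an adjusted p under 0.05 was called. Gene lists were tested with camera at its preset correlation, and with fry, adjusted over the lists and contrasts of a family. Single genes of the title were also compared by exact two-sided permutation of 3 against 3 libraries. These tests, the lists and the alternatives were chosen before the data were examined, except where the text says otherwise.

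The genes named for each contrast were the 3 largest increases and 3 largest decreases in log2 fold change among those with an adjusted p under 0.05, mean FPKM of at least 5 in the higher group and no overlap between the libraries of the groups. For the mean difference and the interaction the condition of no overlap was left out, and 5 FPKM had to be reached in at least 1 group. The genes of the lists and of the series title could be named as well. Chance alone separates 3 against 3 libraries completely with a probability of 0.1. The contrasts were WT S+EL+HS against CT, the genotypes at CT and at S+EL+HS, the mean genotype difference and the interaction at S+EL+HS. Where none passed, the 3 smallest p are named.

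The fits were tested on simulated data drawn from the gene means and spreads. The changed genes were drawn only from those with higher mean FPKM, so recovery at low FPKM was not tested. Apart from them all groups had the same means, and no deviations were shared between libraries. With 200 of 21322 genes changed by 1.5 on the log2 scale, the stress contrast recovered 191 of them and called 12 others. The interaction contrast recovered 170 and called 10 others. An interaction with no change gave 0 calls. Of 5 lists, the 1 that was changed passed with camera and 0 of the others did. Genes were simulated independently, so this cannot show how camera behaves where the genes of a list vary together. Alternatives were a pseudocount of 0.1, no filter on low values, rescaling of each library by median-of-ratios size factors over 15370 genes, the replicate number as a block, a fit of only the compared libraries, and leaving out each library in turn. A block for each treatment and replicate number, for genes and lists, was added after the data were seen.

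All groups share the replicate numbers 1, 2 and 3. Whether the numbers pair the libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. Between genotypes at EL the correlations were 0.52, 0.103 and 0.41, all over the limit of 0.1 set in advance, so the numbers were taken to pair the libraries at EL. At each of the other 7 treatments at least 1 of the 3 correlations was at or under that limit. Between CT and stress they were between -0.12 and 0.09 in WT and between -0.11 and 0.11 in the libraries labelled rap2.3. For the closing section, lists of 20 mitosis and 15 immune genes were written after part of the results had been seen, and GC content and length were taken from the TAIR10.1 sequence. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.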

Results

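Messenger RNA was measured by RNA sequencing in whole 6-day-old Arabidopsis thaliana seedlings of accession Col-0 (WT) and of a T-DNA insertion line of RAP2.3 in the same background. RAP2.3 is a transcription factor of group VII of the ethylene response factor family. Seedlings of each genotype were kept under control conditions (CT, 21 °C and 50 µmol m-2 s-1 of light) or under 1 of 7 stress treatments. These were excess light of 700 µmol m-2 s-1 (EL), heat of 33 °C (HS), salt of 50 mM NaCl (S), and the combinations EL+HS, S+EL, S+HS and S+EL+HS. Light and heat lasted 1.5 h, and salt was in the medium during growth. With 3 replicates for each of the 16 groups there were 48 libraries, 24 per genotype. The values were FPKM (fragments per kilobase of transcript scaled to the mapped fragments of the library), so the number of reads behind a value is unknown. FPKM summed to between 765860 and 822875 per library, and between 21267 and 23316 genes were above 0. Across genes, log2(FPKM + 1) of replicates of one group correlated with Pearson's r between 0.9438 and 0.9807. No 2 libraries held identical values.

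The gene disrupted according to the labels was examined first. RAP2.3 (AT3G16770) lay between 34.9 and 86.1 FPKM in the 24 WT libraries and between 206 and 602 FPKM in the 24 libraries labelled rap2.3. Under CT it was 58.5 ± 5.84 FPKM in WT and 316 ± 36.5 FPKM in the libraries labelled rap2.3 (mean ± SD, n = 3). Under S+EL+HS the values were 75.1 ± 12.2 and 399 ± 25.6 FPKM (n = 3). Averaged over the 8 treatments, the log2 difference was 2.62 ± 0.06 (SE), with a limma adjusted p of 1.42e-27. The direction is the opposite of a loss of the transcript. FPKM do not show whether the transcript is intact. The groups are therefore named by their labels below, and each genotype difference is that of the libraries labelled rap2.3 against WT. Fold changes are on the log2(FPKM + 1) scale, which understates changes of genes with low FPKM.

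**Figure D1:**
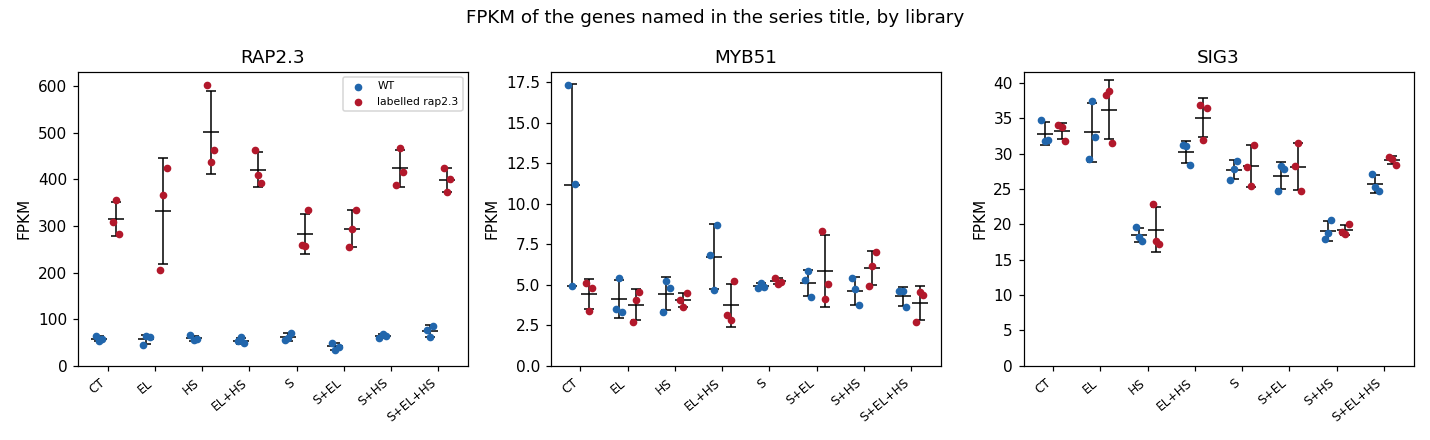
FPKM (linear axes) of RAP2.3, MYB51 and SIG3 in each library by treatment, with points for the 3 replicates and bars for the mean ± SD. RAP2.3 was at most 86.1 FPKM in WT and at least 206 FPKM in the libraries labelled rap2.3.

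The next comparison asked which transcripts each stress changed in WT. Of 20744 genes tested over the 24 WT libraries, 3672 differed from CT under EL at an adjusted p under 0.05, of which 2074 were higher and 1598 lower. HS changed 6379 genes (3113 higher), EL+HS 6499 (2479 higher) and S 3889 (2817 higher). S+EL changed 7472 genes (4817 higher), S+HS 9320 (5397 higher) and S+EL+HS 8284 (4894 higher). A change of at least 2-fold was found among these for between 899 genes under EL and 2949 under S+HS. Of the alternatives that keep all libraries of a group, the one that moved a WT count most was a fit of only the 6 libraries compared, which called 1603 genes under EL. In WT, counts moved by over 1.5 times when 1 library was left out, to 2333 for S without WT S replicate 1. The shares of higher and lower genes depended on the scaling of the libraries. After rescaling by size factors, the genes higher under EL+HS rose from 38.1% to 51.8% of the genes that differed. Those higher under S fell from 72.4% to 57.3%.

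Under S+EL+HS the largest increases in WT, by the rule fixed beforehand, were those of the long non-coding RNA AT3G07365, HSP17.6C (AT1G53540) and HSP22 (AT4G10250). AT3G07365 rose from 1.23 ± 1.28 to 6071 ± 419 FPKM (n = 3; log2 change 11.59 ± 0.92 (SE), adjusted p 1.56e-08). HSP17.6C rose from 1.57 ± 0.905 to 4268 ± 186 FPKM (n = 3; log2 change 10.75 ± 0.99 (SE), adjusted p 8.12e-08). HSP22 was listed at 0 in the 3 CT libraries and at 1355.29, 1500.11 and 1395.06 FPKM under S+EL+HS. The largest decreases were those of DIR1 (AT5G48485), AT4G22520 and AT3G13061. DIR1 fell from 87 ± 6.51 to 3.84 ± 3.47 FPKM (log2 change -4.63 ± 0.58 (SE), adjusted p 3.78e-06). AT4G22520 fell from 14.9 ± 7.36 to 0.16 ± 0.177 FPKM (log2 change -3.65 ± 1.21 (SE), adjusted p 0.0212). AT3G13061 fell from 24.8 ± 2.56 to 1.6 ± 1.7 FPKM (log2 change -3.55 ± 0.53 (SE), adjusted p 2.58e-05). AT3G07365, DIR1, AT4G22520 and AT3G13061 each overlap a gene on the other strand in the RefSeq annotation. Whether the authors' quantification used the strand is not stated, so their values are uncertain. The gene that overlaps AT3G07365 is HSP17.4 (AT3G46230), which rose from 2.11 ± 1.18 to 2368 ± 201 FPKM in the same comparison. Reads of HSP17.4 may thus be part of the AT3G07365 value.

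Calls were compared between stresses. In WT, 250 genes differed from CT under S+EL+HS and under none of the other 6 stress treatments, and 538 differed in the same direction under all 7. All comparisons share the 3 CT libraries, so data with no change in any group were simulated, with the simulated CT libraries shared by all comparisons. In 20 simulations the first number averaged 0.15 (highest 1) and the second was 0 in every one. Values near 0 follow from data without any change. They cannot tell whether the 250 genes narrowly missed the threshold under other stresses. Deviations that many genes share in the real CT libraries were not simulated. Leaving out 1 library changed the first number to between 150 (without WT S+EL+HS replicate 3) and 309, and the second to between 321 (without WT CT replicate 1) and 544.

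The same tests were made in the libraries labelled rap2.3, with 20592 genes tested. EL changed 2941 genes (1567 higher), HS 6149 (3229 higher), EL+HS 8621 (2277 higher) and S 5404 (4329 higher). S+EL changed 7150 genes (4771 higher), S+HS 8840 (5601 higher) and S+EL+HS 8799 (4642 higher). The median log2 change of all genes was -0.22 under EL+HS, 0.18 under S and 0.13 under S+HS. Rescaling took these medians to -0.03, 0.03 and 0.02. With it, the higher share moved from 26.4% to 48.9% under EL+HS, from 80.1% to 59.8% under S and from 63.4% to 51.3% under S+HS. In these libraries, counts moved by over 1.5 times when 1 library was left out, to 1745 for EL without rap2.3 CT replicate 1, 3310 for S without rap2.3 S replicate 2. Of 8223 genes called under S+EL+HS in WT and tested in both genotypes, 6482 (78.8%) were called in the same direction in the libraries labelled rap2.3 and 0 in the opposite direction. The 2 genotypes have separate controls. Among all genes tested in both, 22.7% were called higher and 20.4% lower there. Across the 20339 genes of both fits, the log2 changes under S+EL+HS correlated with Pearson's r of 0.895 and Spearman's rho of 0.863. Genes are not independent replicates, so no p is given.

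**Figure D2:**
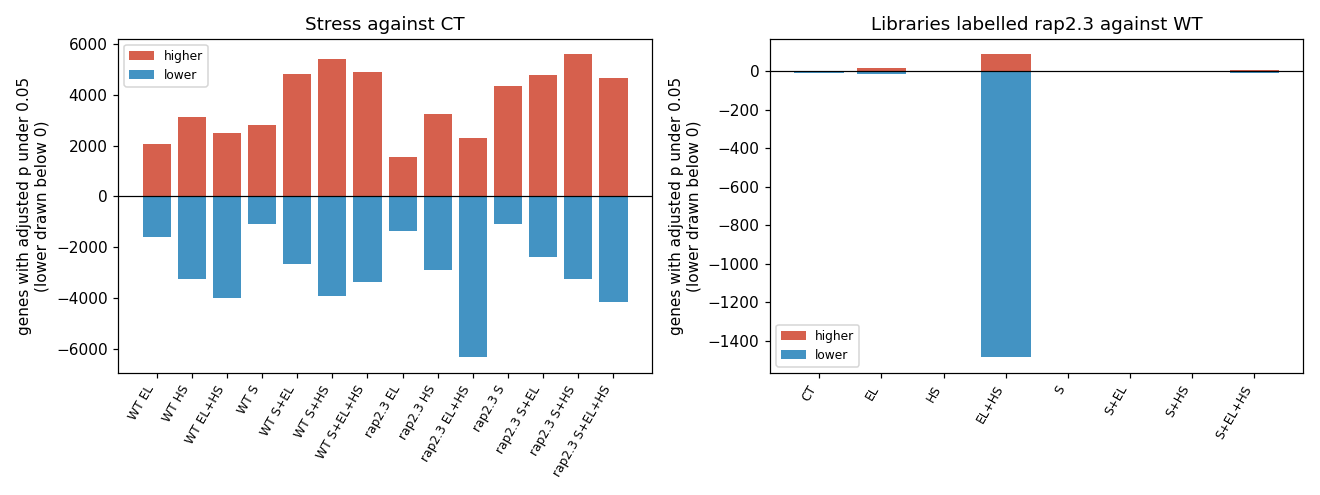
Number of genes with adjusted p under 0.05 (linear axes, genes with lower FPKM drawn below 0) for each stress against CT in each genotype, and for the libraries labelled rap2.3 against WT at each treatment. The genotype comparison at EL+HS had 1575 genes and the other 7 treatments had at most 33.

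The factorial design allows combined stresses to be set against their parts. In WT, the response to EL+HS departed from the sum of the log2 responses to EL and HS for 1926 genes (695 higher than the sum and 1231 lower). In the libraries labelled rap2.3 it did so for 3045 genes (627 higher and 2418 lower). After rescaling, the higher share moved from 36.1% to 47.6% in WT and from 20.6% to 52.1% in the libraries labelled rap2.3. Adding salt to EL+HS changed 3901 genes in WT (2916 higher) and 6417 in the libraries labelled rap2.3 (5173 higher). The median log2 change was 0.17 and 0.23, and after rescaling 0.03 and 0.03. The higher share then moved from 74.8% to 43.1% and from 80.6% to 50%. Of these contrasts, counts moved by over 1.5 times when 1 library was left out, to 1112 for the departure in WT without WT EL+HS replicate 2, 1734 for the departure in the libraries labelled rap2.3 without rap2.3 HS replicate 3, 4988 for the departure in the libraries labelled rap2.3 without rap2.3 HS replicate 1, 1819 for added salt in WT without WT EL+HS replicate 2. The difference between the genotypes in these contrasts was not tested.

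The series asks whether loss of RAP2.3 alters these transcripts, and the genotypes were compared at each treatment over 21322 genes. The number of genes with an adjusted p under 0.05 was 14 at CT, 33 at EL, 4 at HS, 1575 at EL+HS, 5 at S, 5 at S+EL, 6 at S+HS and 13 at S+EL+HS. At EL+HS, 1486 genes were lower and 89 higher in the libraries labelled rap2.3. The median log2 difference there was -0.14, and rescaling left 612 lower and 319 higher genes. A fit of the 6 EL+HS libraries alone called 12 genes, and leaving out WT EL+HS replicate 3 left 256. A block for each treatment and replicate number, chosen after the data were seen, gave 135 genes at EL, where same-numbered libraries of the genotypes deviated together, 114 at CT, 6 at HS, 4079 at EL+HS, 5 at S, 7 at S+EL, 13 at S+HS and 382 at S+EL+HS. At treatments other than EL+HS, counts moved by over 1.5 times when 1 library was left out, to 5 at CT without WT CT replicate 1, 122 at CT without WT CT replicate 2, 10 at EL without rap2.3 EL replicate 3, 7 at HS without rap2.3 HS replicate 2, 9 at S+EL without WT S+EL replicate 1, 11 at S+HS without WT S+HS replicate 3, 5 at S+EL+HS without rap2.3 S+EL+HS replicate 3, 42 at S+EL+HS without rap2.3 S+EL+HS replicate 2. The mean difference over the 8 treatments passed for 2190 genes, 2007 lower and 183 higher, of which 13 differed by at least 2-fold. Rescaling moved its higher share from 8.4% to 26.4%.

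RAP2.3 and 3 other genes passed at all 8 treatments. These 4 were singled out after their values were seen, and all are also among the genes of the naming rule. With only the compared libraries in the fit, the RAP2.3 difference at EL (2.48) no longer passed (adjusted p 3.45e-14 to 0.0546 over its 12 alternatives). AT1G75945 was higher in the libraries labelled rap2.3, at 23 ± 5.47 FPKM against 0.466 ± 0.494 FPKM under CT (n = 3), with a mean log2 difference of 3.87 ± 0.18 (SE). At a pseudocount of 0.1 its difference at S+EL+HS no longer passed (adjusted p 1.34e-04 to 0.0898 over its 4 alternatives). AT5G24240 was lower, at 0.206 ± 0.274 against 5.08 ± 1.87 FPKM under CT (mean log2 difference -2.30 ± 0.07). It overlaps a gene on the other strand. AT5G11330 was lower, at 13.2 ± 1.33 against 34.8 ± 0.97 FPKM under S+EL+HS (mean log2 difference -1.22 ± 0.04). The adjusted p of these mean differences was at most 3.55e-18. At CT the naming rule also gave DIN11 (AT3G49620), at 0.434 ± 0.192 against 8.97 ± 3.87 FPKM (log2 change -2.73 ± 0.47 (SE), adjusted p 0.00483). It further gave AT2G43590, at 3.39 ± 0.313 against 29.1 ± 20.21 FPKM (log2 change -2.53 ± 0.52 (SE), adjusted p 0.042). At S+EL+HS it also gave ARF3 (AT2G24765), at 25.8 ± 1.86 against 35.5 ± 1.75 FPKM (log2 difference -0.45, adjusted p 0.00658, not passed after rescaling, 0.00168 to 0.08 over its 4 alternatives). For the mean difference it gave AT1G64795 and AT3G18250. AT1G64795 was listed at 0 in 23 of the 24 WT libraries and in 9 of the 24 labelled rap2.3, with values up to 186 FPKM in the rest of the latter. AT3G18250 had a mean log2 difference of -1.09 ± 0.35 (adjusted p 0.0383, not passed without the filter on low values, 0.0403 to 0.0562 over its 4 alternatives). Both overlap a gene on the other strand.

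**Figure D3:**
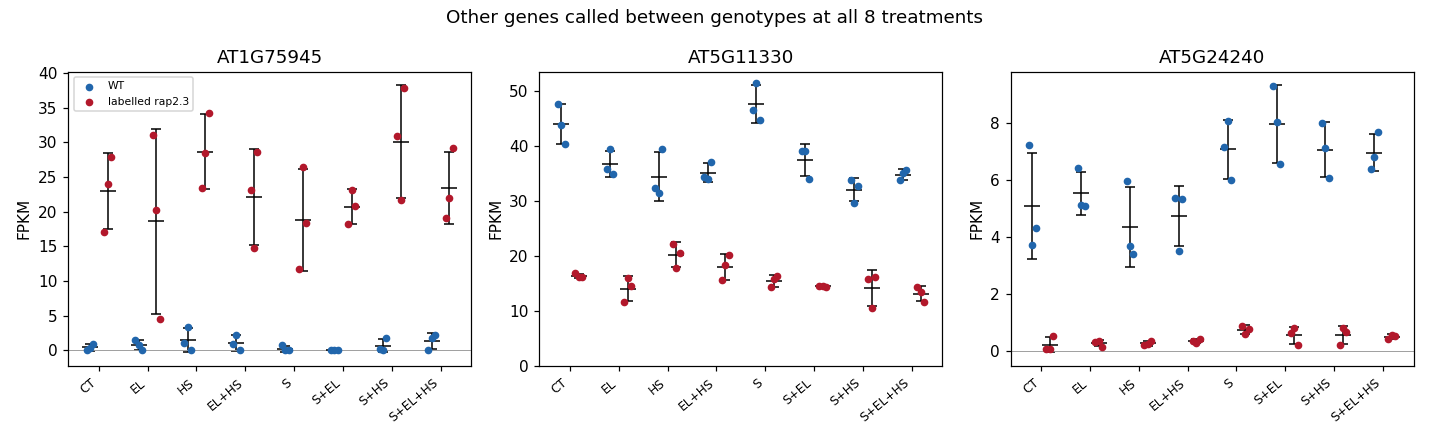
FPKM (linear axes) in each library of the 3 genes other than RAP2.3 that passed between genotypes at all 8 treatments, with points for the 3 replicates and bars for the mean ± SD. AT1G75945 was at most 3.36 FPKM in WT and at least 4.56 FPKM in the libraries labelled rap2.3, and for AT5G24240 and AT5G11330 every WT library was the higher.

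Whether the response to a stress differed between the genotypes was tested directly, as the interaction of genotype and stress. The test passed for 1 gene at HS, 1 gene at S+EL, and 0 genes at each of the other 5 stresses. These counts depend on the fit. With a block for each treatment and replicate number, chosen after the data were seen, they were 117 at EL+HS, 4 at S+HS, 2 at S+EL and 1 at HS, with 0 at EL, S and S+EL+HS. With only the compared libraries in the fit they were 3 at S+EL, 3 at S+EL+HS, 1 at S+HS and 0 at the other 4. The planned block for the replicate number and the pseudocount of 0.1 each left 0 at S+EL, and no filter on low values gave 3 at HS. At an unadjusted p under 0.05 the counts were 615 at EL, 548 at HS, 1958 at EL+HS, 705 at S, 494 at S+EL, 721 at S+HS and 965 at S+EL+HS. For the interaction, counts moved by over 1.5 times when 1 library was left out, to 6 at EL without WT CT replicate 2, 0 at HS without WT CT replicate 1, 17 at HS without WT CT replicate 2, 3 at EL+HS without rap2.3 EL+HS replicate 1, 21 at S without WT CT replicate 2, 0 at S+EL without WT CT replicate 3, 14 at S+EL without WT CT replicate 2, 22 at S+HS without WT CT replicate 2, 19 at S+EL+HS without WT CT replicate 2. The gene at HS was AT3G13240 (log2 interaction 2.26 ± 0.37 SE, adjusted p 0.012). It went from 12.8 ± 7.78 to 4.28 ± 1.66 FPKM in WT and from 5.3 ± 1.79 to 11.3 ± 3.74 FPKM in the libraries labelled rap2.3 (n = 3 each). The gene at S+EL was AACT1 (AT5G61160; 1.39 ± 0.25, adjusted p 0.0454), whose highest value in any library was 2.71 FPKM. Both were singled out after their values were seen. No gene passed the interaction test at S+EL+HS. The 3 smallest p there were those of AACT1, AT1G26300 and AT1G05203, none of which passed, with adjusted p of 0.686 each.

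The series title names MYB51 (AT1G18570) and SIGMA3 (SIG3, AT3G53920) as genes whose expression requires RAP2.3 under combined stress. MYB51 encodes a transcription factor of indole glucosinolate synthesis and SIG3 a sigma factor of the chloroplast RNA polymerase. Under CT, MYB51 was 11.2 ± 6.22 FPKM in WT and 4.42 ± 0.913 FPKM in the libraries labelled rap2.3 (n = 3). The 3 WT values were 17.35, 4.91 and 11.2 FPKM. Under S+EL+HS it was 4.28 ± 0.561 and 3.88 ± 1.04 FPKM. The genotypes were not shown to differ at S+EL+HS (log2 change -0.13 ± 0.27 (SE), limma adjusted p 0.904; two-sided exact permutation p 0.5, where 3 against 3 libraries allow no p under 0.1). Over all genes, none of the 9 genotype comparisons passed for MYB51, with adjusted p from 0.0917 to 1. Some alternatives changed this. The difference at CT passed without WT CT replicate 2 and with a block for each treatment and replicate number (adjusted p 7.15e-04 to 1 over its 12 alternatives). The difference at EL+HS passed with that block (0.0277 to 0.364 over its 12 alternatives), and the mean passed without WT CT replicate 2 (0.0404 to 0.304 over its 53 alternatives). Adjusted over the list alone (RAP2.3, MYB51 and SIG3), 3 passed. These were CT (log2 difference -1.03), EL+HS (-0.71) and the mean (-0.19). RAP2.3 had the smallest p of the list in every genotype comparison, so this adjustment was weak for MYB51 and SIG3. For the MYB51 mean the limma p was 0.0465 both before and after it. It was made within each comparison and not over the 9. In WT, MYB51 was lower than CT under all 7 stresses and passed under 6, with EL+HS the exception. All 6 calls were lost without WT CT replicate 1, and all but that under S+EL+HS were lost with only the compared libraries in the fit. The call under S was lost in 5 of the 6 fits that each left out 1 library and without the filter on low values, and that under S+EL in 3 of 6. EL+HS passed without WT CT replicate 2. Under S+EL+HS the log2 change was -1.06 ± 0.29 (SE, adjusted p 0.00572). Without WT CT replicate 1 it was -0.69 and no longer passed (adjusted p 6.50e-05 to 0.0526 over its 11 alternatives). In the libraries labelled rap2.3 none of the 7 stress responses of MYB51 passed (adjusted p from 0.196). In WT the response of MYB51 to EL+HS was above the sum of those to EL and HS (log2 1.62 ± 0.40, adjusted p 0.0164, 0.00113 to 0.0956 over its 17 alternatives), and it did not pass with only the compared libraries in the fit. The WT CT mean enters this departure, so the uneven WT CT values bear on it. The interactions of MYB51 were 0.32 to 1.36 on the log2 scale and passed for none of the 7 stresses over all genes. Without WT CT replicate 2 those at S (1.55), S+EL (1.60) and S+HS (1.80) passed over all genes, with adjusted p of 0.0488 to 1 over its 18 alternatives for S, 0.0488 to 1 over its 18 alternatives for S+EL and 0.0119 to 1 over its 18 alternatives for S+HS. Adjusted over the list alone, 4 passed (HS, S, S+EL and S+HS), and S+EL+HS did not (adjusted p over the list alone 0.0658).

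SIG3 was 32.8 ± 1.64 FPKM in WT and 33.2 ± 1.19 FPKM in the libraries labelled rap2.3 under CT, and 25.8 ± 1.27 and 29 ± 0.566 FPKM under S+EL+HS (n = 3). SIG3 overlaps another gene on the same strand in the RefSeq annotation, which leaves its value uncertain. A difference of SIG3 at S+EL+HS did not pass over all genes (log2 change 0.17 ± 0.10 (SE), limma adjusted p 0.6), and the 3 libraries labelled rap2.3 were all above the 3 WT libraries (two-sided exact permutation p 0.1, the smallest possible). None of the 9 genotype comparisons of SIG3 passed over all genes. Adjusted over the list alone 2 passed, EL+HS (0.21) and the mean (0.08), both higher in the libraries labelled rap2.3. At EL+HS the limma p of SIG3 was 0.0460 both before and after that weak adjustment. No interaction of SIG3 passed by either adjustment, with log2 values from -0.01 to 0.19. Under S+EL+HS, SIG3 changed by -0.34 ± 0.09 in WT (adjusted p 0.00617, 0.00343 to 0.0323 over its 11 alternatives) and by -0.19 ± 0.11 in the libraries labelled rap2.3, where it did not pass (adjusted p 0.197). The difference between these responses did not pass (log2 interaction 0.15 ± 0.14, adjusted p 1). SIG3 fell under HS in both genotypes, by 0.80 on the log2 scale in WT (adjusted p 1.84e-06) and by 0.77 in the libraries labelled rap2.3 (adjusted p 3.93e-05). Its response to EL+HS was above the sum of those to EL and HS in both genotypes. In WT the departure was 0.68 ± 0.13 (adjusted p 0.00337, 0.00116 to 0.0382 over its 17 alternatives). In the libraries labelled rap2.3 it was 0.73 ± 0.16 (adjusted p 0.00628, 6.30e-04 to 0.0473 over its 17 alternatives).

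Lists of known marker genes, fixed before the data were examined, were tested as sets with limma's camera and with fry. In WT, the 28 heat genes rose by a mean log2 of 6.10 under HS (camera adjusted p 1.72e-28) and by 6.59 under S+EL+HS (adjusted p 2.31e-23). They also rose under EL alone, by 3.85 (adjusted p 5.47e-25), and not detectably under S (0.17, adjusted p 0.469). The 17 light genes rose by 1.23 under EL (adjusted p 3.48e-09). The 16 salt genes rose by 1.11 under S (adjusted p 2.39e-05) and by 3.32 under S+EL (adjusted p 1.40e-14). They also rose without salt, by 1.60 under EL (adjusted p 7.07e-12), 1.33 under EL+HS (adjusted p 4.36e-08) and 0.63 under HS (adjusted p 0.0489). The 22 hypoxia genes rose by 0.88 under S+HS (adjusted p 0.00799). The 16 indole glucosinolate genes fell by 0.67 under EL+HS (adjusted p 0.0091). Of the 35 WT tests, 21 passed with camera and 20 of these passed with fry in the same direction, the exception being the indole glucosinolate list under HS. Between genotypes, 18 of 40 tests passed with camera and 0 with fry (8 at an unadjusted p under 0.05). The smallest camera adjusted p was that of the indole glucosinolate list at CT (mean log2 difference -0.67, all 16 genes lower, camera adjusted p 1.87e-13, fry adjusted p 0.116). Some members varied widely in WT CT, such as CYP81F2 (26.6 ± 26.7 FPKM) and CYP79B2 (56.4 ± 29.3). In the CT libraries labelled rap2.3 these were 2.48 ± 0.323 and 22.4 ± 5.1. Other members, such as TSB1 (104.6 ± 7.98 in WT CT), varied little. List tests were not repeated without single libraries, so their part in this result and in the WT falls of this list is not known. For the interaction, 11 of 35 passed with camera and 0 with fry (0 at an unadjusted p under 0.05). These fry values come from fits without a block. With a block for each treatment and replicate number, chosen after the data were seen, 12 of the 40 tests between genotypes passed with fry (adjusted p from 0.00423), and 10 of the 18 camera calls did so in the same direction. Those 12 were the heat list, higher in the libraries labelled rap2.3 by a mean log2 of 0.38 at EL, 0.51 at EL+HS, 0.45 at S+EL and 0.41 at S+EL+HS, the indole glucosinolate list, with -0.67 at CT, -0.44 at EL, -0.71 at EL+HS and -0.41 at S+EL+HS, and the light list, with -0.24 at CT, -0.27 at HS, -0.29 at EL+HS and -0.21 at S+HS. At S+HS the heat list went the other way (mean log2 -0.31, camera adjusted p 0.0139). With fry and the block it did not pass there (adjusted p 0.0548). For the interaction 0 of 35 passed with fry and the block (5 at an unadjusted p under 0.05). No list call for the interaction therefore held under fry in either fit.

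**Figure D4:**
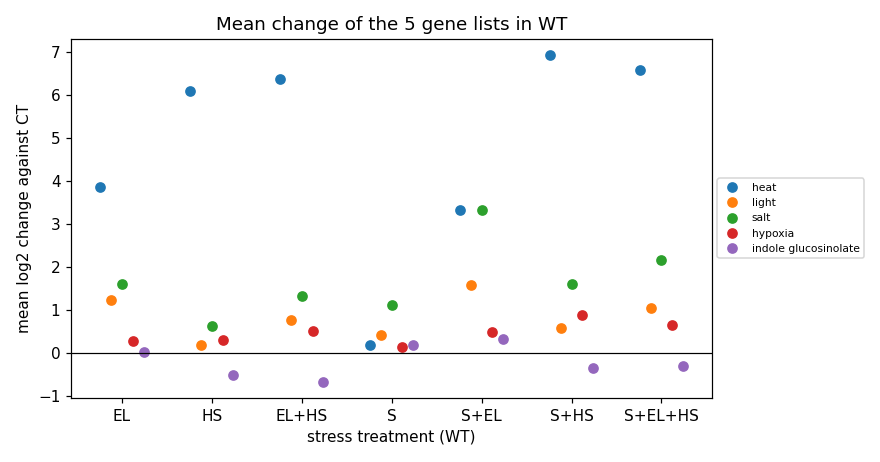
Mean log2 change against CT (linear axis) of the 5 gene lists in WT under each of the 7 stress treatments, with 1 point per list and treatment, set side by side. The heat list lay at 0.17 under S and between 3.32 and 6.93 under the other 6 treatments.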

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

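Each result here was picked out because the response to a stress differed between the genotypes in a test of the interaction. The tests that rescale the libraries and the counts of kept MYB51 calls were chosen after the results were seen, the other tests that leave out libraries or count other splits before.

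AT3G13240 was the gene that passed the interaction test at HS over all genes, with a log2 value of 2.26. All 12 fits that each left out 1 compared library kept its direction, with values from 1.83 to 2.50, and 9 of them kept an adjusted p under 0.05, all but those without WT CT replicate 1, WT HS replicate 1 or rap2.3 CT replicate 1 (range 0.00144 to 0.14). The WT CT libraries spread widely for this gene, at 21.7, 8.47 and 8.08 FPKM, and without WT CT replicate 1 the log2 value was 1.83. Rescaling left the adjusted p at 0.0116, which argues against library scaling as the whole cause. 27 of 100 splits of the 12 libraries gave at least 1 gene, so 1 gene is a number that other groupings often reach. Some of these splits put same-numbered libraries together, which deviated together in part at HS, so replicate order may add to the 27. A part played by a single library and a difference between the genotypes cannot be told apart. The call is lost in some fits that leave out 1 compared library, while the estimate stays within 2 SE.

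AACT1 was the gene that passed at S+EL, with a log2 value of 1.39. Only 2 of the 12 fits that each left out a single library kept the call (adjusted p from 0.00584 to 0.316), with log2 values from 1.17 to 1.51. The pseudocount of 0.1 and the replicate block each left 0 genes at S+EL. Rescaling left the adjusted p at 0.0383, which argues against library scaling as the whole cause. 14 of 100 splits gave at least 1 gene. No library is above 2.71 FPKM. A part played by a single library and a difference between the genotypes cannot be told apart. Most fits that leave out a single compared library lose the call, while the estimate keeps its direction.

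The MYB51 interactions at HS (0.95), S (1.10), S+EL (1.15) and S+HS (1.36) passed adjusted over the list alone, and none passed over all genes with all libraries. All share the WT CT libraries. Without WT CT replicate 2 those at S, S+EL and S+HS passed over all genes, with a lowest adjusted p of 0.0488, 0.0488 and 0.0119 and a highest of 1 each over their alternatives. The call at S+HS over the list alone was kept in all 12 fits that each left out 1 compared library (adjusted p over the list alone at most 0.028), which argues against a single library as the cause there. Of the like fits 5 kept the call at HS, 10 at S and 10 at S+EL, with the highest p without WT CT replicate 1 (0.176, 0.144 and 0.107). For these 3 a part played by a single library and a difference between the genotypes cannot be told apart, because the calls are lost in some fits while the estimates stay within 2 SE. At S+HS, fits that each leave out 1 library cannot exclude a joint effect of WT CT replicates 1 and 3. MYB51 was 17.35 and 11.2 FPKM there and 4.91 in WT CT replicate 2. The genotypes differed by -1.035 on the log2 scale at CT and by 0.32 at S+HS, so most of this interaction lies at CT. A difference between the genotypes and a pair of high WT CT libraries cannot be told apart.

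The RAP2.3 interaction at HS (0.64) passed adjusted over the list alone and not over all genes. Leaving out a single library took its adjusted p over the list alone to as much as 0.124 (without WT CT replicate 1), and 5 of the 12 such fits were at 0.05 or more. The adjustment over 3 genes also depends on the p of MYB51 in the same contrast. The log2 value ranged from 0.50 to 0.73 over these fits. A part played by a single library and a difference between the genotypes cannot be told apart, because the call is lost in some fits while the estimate stays within 2 SE.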

How the results depend on the processing

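Counts of genes are compared with the value from all libraries and the settings of the report, and a count is called changed if it moved by over 1.5 times. Unless a construction is named, the cause was not tested.

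With a pseudocount of 0.1, the count became 0 (from 1) for interaction at S+EL.

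With no filter on low values, the count became 25 (from 14) for genotypes at CT, 12 (from 5) for genotypes at S, 10 (from 5) for genotypes at S+EL, 22 (from 13) for genotypes at S+EL+HS, 3 (from 1) for interaction at HS.

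After rescaling, the count became 23 (from 14) for genotypes at CT, 931 (from 1575) for genotypes at EL+HS.

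With only the compared libraries in the fit, which leaves fewer degrees of freedom, the count became 1603 (from 3672) for WT EL against CT, 1169 (from 2941) for rap2.3 EL against CT, 5 (from 14) for genotypes at CT, 15 (from 33) for genotypes at EL, 2 (from 4) for genotypes at HS, 12 (from 1575) for genotypes at EL+HS, 3 (from 6) for genotypes at S+HS, 5 (from 13) for genotypes at S+EL+HS, 0 (from 1) for interaction at HS, 3 (from 1) for interaction at S+EL, 1 (from 0) for interaction at S+HS, 3 (from 0) for interaction at S+EL+HS, 672 (from 1926) for WT EL+HS departure from additivity, 939 (from 3045) for rap2.3 EL+HS departure from additivity.

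With the replicate number as a block the count became 0 (from 1) for interaction at S+EL, and no other count changed, with 29 genes at EL. A block for each treatment and replicate number, chosen after seeing the data, gave 114 (from 14) for genotypes at CT, 135 (from 33) for genotypes at EL, 4079 (from 1575) for genotypes at EL+HS, 13 (from 6) for genotypes at S+HS, 382 (from 13) for genotypes at S+EL+HS, 4381 (from 2190) for the mean genotype difference, 117 (from 0) for interaction at EL+HS, 2 (from 1) for interaction at S+EL, 4 (from 0) for interaction at S+HS. The blocked counts stand beside the others. Outside EL, same-numbered libraries of the genotypes deviated together only in part. For replicates 1, 2 and 3 the correlations of their deviations across genes were 0.36, 0.03, 0.35 at HS and 0.30, 0.04, 0.22 at S+EL. They were 0.27, 0.17, 0.08 at S+HS and 0.08, 0.10, 0.26 at S. At CT they were 0.03, 0.11, 0.07, at EL+HS 0.02, 0.05, 0.12 and at S+EL+HS 0.01, 0.07, 0.02. The large blocked counts at CT, EL+HS and S+EL+HS thus have little backing from shared deviations.

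For the gene lists, fry gave 0 calls between genotypes (from 18) and 0 for the interaction (from 11). The pseudocount, the filter, rescaling and the replicate block moved no count of lists by over 1.5 times. With a block for each treatment and replicate number, chosen after seeing the data, camera gave 24 calls between genotypes and 14 for the interaction, and fry gave 12 and 0. The count with fry between genotypes thus depends on the block.

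Leaving out 1 library at a time changed these counts, given as lowest and highest with the library left out. WT S against CT went from 2333 (WT S replicate 1) to 3738 (WT S replicate 3). For rap2.3 EL against CT, the count went from 1745 (rap2.3 CT replicate 1) to 3770 (rap2.3 EL replicate 1). For rap2.3 S against CT, the count went from 3310 (rap2.3 S replicate 2) to 5118 (rap2.3 CT replicate 3). Genotypes at CT went from 5 (WT CT replicate 1) to 122 (WT CT replicate 2). Genotypes at EL went from 10 (rap2.3 EL replicate 3) to 31 (WT EL replicate 2). Genotypes at HS went from 4 (WT HS replicate 2) to 7 (rap2.3 HS replicate 2). Genotypes at EL+HS went from 256 (WT EL+HS replicate 3) to 1449 (WT EL+HS replicate 2). Genotypes at S+EL went from 5 (WT S+EL replicate 3) to 9 (WT S+EL replicate 1). Genotypes at S+HS went from 4 (WT S+HS replicate 2) to 11 (WT S+HS replicate 3). Genotypes at S+EL+HS went from 5 (rap2.3 S+EL+HS replicate 3) to 42 (rap2.3 S+EL+HS replicate 2). Interaction at EL went from 0 (WT CT replicate 1) to 6 (WT CT replicate 2). Interaction at HS went from 0 (WT CT replicate 1) to 17 (WT CT replicate 2). Interaction at EL+HS went from 0 (WT CT replicate 1) to 3 (rap2.3 EL+HS replicate 1). Interaction at S went from 0 (WT CT replicate 1) to 21 (WT CT replicate 2). Interaction at S+EL went from 0 (WT CT replicate 3) to 14 (WT CT replicate 2). Interaction at S+HS went from 0 (WT CT replicate 1) to 22 (WT CT replicate 2). Interaction at S+EL+HS went from 0 (WT CT replicate 1) to 19 (WT CT replicate 2). WT EL+HS departure from additivity went from 1112 (WT EL+HS replicate 2) to 2450 (WT HS replicate 1). WT S+EL+HS against EL+HS went from 1819 (WT EL+HS replicate 2) to 3714 (WT EL+HS replicate 3). For rap2.3 EL+HS departure from additivity, the count went from 1734 (rap2.3 HS replicate 3) to 4988 (rap2.3 HS replicate 1). Genes called only at S+EL+HS in WT went from 150 (WT S+EL+HS replicate 3) to 309 (WT S+HS replicate 2). Genes called the same way in all 7 stress treatments in WT went from 321 (WT CT replicate 1) to 544 (WT EL replicate 2).

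For single genes, rescaling turned the sign of RAP2.3 WT S against CT (-0.0343), SIG3 rap2.3 against WT at S (-0.0192), SIG3 rap2.3 against WT at S+HS (-0.0031), SIG3 interaction at HS (-0.0045), SIG3 interaction at S (-0.0687), RAP2.3 interaction at S+EL+HS (0.0438), RAP2.3 WT EL+HS departure from additivity (0.0288), MYB51 rap2.3 S+EL+HS against EL+HS (-0.1386). None of these passed the threshold with either sign. Rescaling made 5 other results pass. These were SIG3 under S in WT (adjusted p 0.038) and in the libraries labelled rap2.3 (0.030), and RAP2.3 under EL+HS in the latter (0.029). The other results were SIG3 for S+EL+HS against EL+HS in WT (0.025) and in the libraries labelled rap2.3 (0.008). The call of RAP2.3 in WT for S+EL+HS against EL+HS was lost (0.289).

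Leaving out 1 library gave log2 values that changed sign, or side of the threshold for S+EL+HS, in these ranges: RAP2.3 WT EL against CT -0.1498 to 0.1048, SIG3 WT EL against CT -0.0899 to 0.0818, RAP2.3 WT HS against CT -0.0646 to 0.0857, RAP2.3 WT S against CT -0.0371 to 0.1515, RAP2.3 WT S+EL+HS against CT 0.2454 to 0.4791, MYB51 WT S+EL+HS against CT -1.5104 to -0.6929, RAP2.3 rap2.3 EL against CT -0.1948 to 0.3254, MYB51 rap2.3 HS against CT -0.2298 to 0.0086, MYB51 rap2.3 S+EL+HS against CT -0.3078 to 0.0295, SIG3 rap2.3 against WT at CT -0.0056 to 0.0557, MYB51 rap2.3 against WT at EL -0.2137 to 0.0881, MYB51 rap2.3 against WT at HS -0.2516 to 0.016, SIG3 rap2.3 against WT at HS -0.0785 to 0.117, SIG3 rap2.3 against WT at S -0.0508 to 0.0937, MYB51 rap2.3 against WT at S+EL -0.1294 to 0.3018, SIG3 rap2.3 against WT at S+EL -0.0219 to 0.1453, SIG3 rap2.3 against WT at S+HS -0.039 to 0.0587, MYB51 rap2.3 against WT at S+EL+HS -0.2391 to 0.0574, RAP2.3 interaction at EL -0.1434 to 0.3769, SIG3 interaction at HS -0.0944 to 0.1011, MYB51 interaction at EL+HS -0.0459 to 0.7716, SIG3 interaction at S -0.0667 to 0.0778, SIG3 interaction at S+EL -0.0378 to 0.1294, SIG3 interaction at S+HS -0.0549 to 0.0428, RAP2.3 interaction at S+EL+HS -0.1405 to 0.0931, RAP2.3 WT EL+HS departure from additivity -0.2239 to 0.0307, MYB51 rap2.3 EL+HS departure from additivity -0.162 to 0.201, MYB51 rap2.3 S+EL+HS against EL+HS -0.0825 to 0.2708.

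Among the title genes, 10 calls were lost in at least 1 fit that left out a single library, over 22 such fits of a gene in all. These were MYB51 in WT under 6 stresses, RAP2.3 and SIG3 in WT under S+EL, RAP2.3 in the libraries labelled rap2.3 under HS, and RAP2.3 in WT for S+EL+HS against EL+HS. A further 7 results passed the threshold in 1 such fit each. The fit of only the compared libraries weakened 8, mostly of MYB51 in WT, and made 3 others pass. These 3 were RAP2.3 in the libraries labelled rap2.3 under EL+HS, S+HS and S+EL+HS (adjusted p 0.016, 0.0136 and 0.019). The depth of the libraries is unknown, so how far it limits genes with low FPKM is not known.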

Other observations

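The tests of mislabelled libraries, library scaling, variation between treatments, mitosis, abundant genes, replicate order, the light list under S+EL, the members of the light list, the mitochondrial comparison and the immune list were chosen after the results they concern were seen, at least in part. The counts of splits, neighbours, paralogs, GC content, spread within groups or between replicates and the light list under EL were chosen before.

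RAP2.3 was higher, not lower, in the libraries labelled as its insertion line. The lowest of the 24 libraries labelled rap2.3 was 2.39 times the highest WT library, which argues against single mislabelled libraries but says nothing of a swap of whole genotypes. The paralogs RAP2.2 (82.8 ± 18.4 FPKM in WT and 83 ± 17.9 in the libraries labelled rap2.3, SD, n = 24) and RAP2.12 together lost 0.14% of what RAP2.3 gained, against reads shared with them. Of 9 tested genes among the 5 loci on each side, 1 passed in the mean difference, against a change over the whole neighbourhood. After rescaling the log2 difference was 2.66, against library scaling. A candidate explanation is an insertion that raises transcription of the locus, for example from a promoter in the T-DNA, and reads per exon, not analysed here, could test it. A swap of the 2 genotype names over all libraries is not excluded by these tables.

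AT1G75945, RAP2.3, AT5G11330 and AT5G24240 differed at all 8 treatments. Of 24 tested neighbours, 3 passed in the mean difference (12.5% against 10.3% of all tested genes, two-sided Fisher's exact p 0.731). A linked block of genes and isolated differences cannot be told apart with so few neighbours. The differences of AT1G75945 and AT5G24240 were not shown to vary with the treatment (studentized range p 0.71 and 0.649). Those of RAP2.3 and AT5G11330 varied beyond their error (p 0.027 and 5.63e-04). The first pair has low FPKM in 1 genotype, which can hide variation on the log2(FPKM + 1) scale. AT1G75945 was listed at 0 in 11 of the 24 WT libraries, and AT5G24240 was at most 0.866 FPKM in the libraries labelled rap2.3. Fixed sequence differences between the lines, such as further insertions or residual variants, may underlie this pair, which was not tested on sequence.

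At EL+HS 1486 genes were lower and 89 higher in the libraries labelled rap2.3. Rescaling left 612 lower genes against 319 higher, which argues against library scaling as the whole cause while it removed much of the imbalance. Removing each library's trend with GC content and gene length (99.2% of tested genes had both) left 593 genes, 354 lower and 239 higher, against at most 19 at any other treatment after the same correction, so such a trend is not the whole cause either. The 50 most abundant genes took 24.2% to 24.5% of FPKM in the EL+HS libraries labelled rap2.3 and 20.8% to 23.2% in WT, a gap of 1.03 points between the nearest libraries. The most that these shares could lower the other genes between any 2 of these libraries is a log2 change of -0.069, short of the median of -0.14, so they are not the whole cause. The median spread within the EL+HS groups was 1.07 times that of the other groups, so the shared spread may slightly understate it. The 19 tested mitosis genes had a mean log2 difference of -0.66 (camera p 2.18e-07, fry p 8.84e-05), with 17 of them lower, against a median of -0.14 for all genes. At the other treatments the mean ranged from -0.60 to 0.03, so it was not confined to EL+HS. The mitosis genes had low FPKM, with an EL+HS list mean in log2(FPKM + 1) of at most 1.37 in the libraries labelled rap2.3 and at least 1.76 in WT. Fewer genes reached 1 FPKM in the EL+HS libraries labelled rap2.3 (17597 to 17892) than in WT (18358 to 18741). No genes of like FPKM were compared, so a fall of weakly expressed genes in general is not excluded. A lower share of dividing tissue is one hypothesis for part of the pattern, and the rest stays open.

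The heat list rose with the replicate number under EL and fell under HS in both genotypes. Its mean log2(FPKM + 1) in replicates 1, 2 and 3 was 5.06, 6.12 and 7.74 in WT and 4.78, 6.92 and 8.36 in the libraries labelled rap2.3 under EL. Under S+EL it was 4.12, 6.10 and 7.11 and 4.70, 6.37 and 7.61. Under HS it was 9.13, 8.57 and 7.97 and 9.17, 8.51 and 8.23. These 3 treatments and this list were picked because the match was seen there, so the order was tested over all 8 treatments for each of the 5 lists. Renumbering the libraries labelled rap2.3 in every way gave an exact permutation p of 9.53e-06 for the heat list, or 4.76e-05 after multiplying by the 5 lists, which argues against a chance order. Over the 5 treatments that were not picked it was 0.00206. For the light, salt, hypoxia and indole glucosinolate lists the p over all 8 treatments was 0.196, 0.156, 0.809 and 0.044 before any adjustment. Size factors in these groups spanned at most 0.19 on the log2 scale, against at least 0.93 for the heat list, so library scaling is not the cause. Under EL the light list changed from replicate 1 to 3 by -0.18 in both genotypes. This mean hides members that moved strongly both ways, since 5 of its 17 genes rose in both genotypes and 8 fell in both. In WT and the libraries labelled rap2.3, APX2 changed by 2.99 and 5.22, ELIP2 by -1.34 and -2.20 and PAL1 by -1.61 and -1.95. Under S+EL the mean rose in both, by 0.33 in WT and 0.064 in the libraries labelled rap2.3, with 4 genes higher and 6 lower in both. A change in the light response between runs and one in heat alone cannot be told apart under EL or S+EL, because a mean over members that move both ways decides nothing. By the replicate order, same-numbered libraries may come from 1 run each, with leaf temperature under the lamp or time in the chamber differing between runs, a hypothesis that the labels do not settle. The split of the 6 EL libraries that put WT replicates 1 and 2 with replicate 1 of the other genotype gave 3199 genes, and the like split of the HS libraries gave 1238, both far above the genotypes (33 and 4). No biological explanation was tested.

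Of the 18 genes higher in the libraries labelled rap2.3 at EL, 15 are encoded in the chloroplast, and 62 of 72 tested chloroplast genes were higher (median log2 difference 0.81). The median of 98 mitochondrial genes was 0.11, and 60 of them were higher. The small median argues against a common carry-over of RNA without poly(A) tails as the whole cause, and leaves a part open. Replicates of a single other group, rap2.3 S+EL+HS, spanned 1.39 in the chloroplast median, more than the 0.83 between the genotypes at EL. It was the only one of the 14 other groups with a range as large, and their median range was 0.55. The EL libraries themselves spanned 0.42 in WT and 0.29 in the libraries labelled rap2.3 and did not overlap. At the other treatments the genotypes differed by -0.18 to 0.56. Variation in the capture of chloroplast RNA between libraries and an effect of the genotype cannot be told apart, because 3 libraries per group are too few to set the one against the other.

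MYB51 was 17.35 and 11.2 FPKM in WT CT replicates 1 and 3 and 4.91 in replicate 2. The mean log2(FPKM + 1) of 12 tested immune genes was 3.41, 1.66 and 2.71 in WT CT and 1.61, 1.34 and 1.56 in the CT libraries labelled rap2.3. Replicates 1 and 3 were at least 1.04 above the highest of the other 4. Size factors of the WT CT libraries spanned 0.10 on the log2 scale against 1.64 for MYB51, against library scaling. Among the 42 stress libraries, 33 were also above those 4 CT libraries. The highest, WT EL replicate 1, had an immune mean of 2.70, close to that of WT CT replicate 3, with MYB51 at 3.53 FPKM, so a high immune mean did not always go with a high MYB51. An immune response in some WT control seedlings and a genotype effect at CT cannot be told apart, because the list was written after genes of this kind had been seen among the differences at CT.

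Each count of genes was set against other splits of the same libraries. For the 14 stress responses and the 2 contrasts that add salt to EL+HS, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and 10 splits cannot show more than that. The same held for the genotypes at CT, EL+HS, S+EL, S+HS and S+EL+HS. At EL 4 of 10 splits gave as many, at HS 3 and at S 2, the real one included. At EL, the other 3 splits that part all 3 pairs of replicate numbers gave 0 genes each, while the 3 others that gave as many put same-numbered libraries together. For the departure from additivity, 4 of 100 splits of the 12 libraries gave as many genes in WT and 4 in the libraries labelled rap2.3. For the mean genotype difference, 1 of 100 splits did, the real one. For the interactions with 0 genes, all 100 splits did, since no count is under 0. For the single gene at HS 27 of 100 did, and at S+EL 14.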
